A study of Macaca mulatta with 4 samples.

How the data were processed

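Total RNA from RF/6A, a rhesus macaque (Macaca mulatta) cell line from the choroid and retina of the eye that has been used as an endothelial model, was sequenced in 4 libraries, all titled as static and all from the same cell line under the same culture conditions. The labels name the BGISEQ-500 instrument, and the library preparation, strandedness and read length are not given in the sources used here. The libraries form 1 group with replicates 1 to 4, numbered in their titles. Nothing in the labels says whether they came from separate cultures, so SDs and p-values describe the spread between these 4 samples only. No control cell type and no treated group was analysed here, so there was no contrast between groups of samples, and the comparisons were made between lists of marker genes within each library.

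The authors deposited a table of estimated counts per Ensembl rhesus gene, already rounded to whole numbers. Salmon and DESeq2 are named in the submitters' processing notes without versions or roles, and the genome build and annotation release are not given in the sources used here. Salmon estimates how many reads came from each transcript and shares reads among transcripts that fit equally well, so genes with near-identical copies carry an assignment error that counting intervals do not cover. The deposited counts are not divided by transcript length, and a long transcript therefore collects more counts than a short one at the same number of molecules. No coordinates are given, since no genome of the authors' build was used.

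The table has 21314 rows, of which 14654 were paired with a symbol through a table of current Ensembl identifiers and 6660 were not. Rows without a symbol held between 13.1% and 21.7% of the counts of a library. Of the 301 distinct genes in the lists, 248 (82.4%) matched a named row. The 53 others may be present under a row with no symbol and were treated as not measured, not as absent. Total estimated counts were 20366946 in library 1, 20431676 in library 2, 20507720 in library 3 and 20550610 in library 4. A count of 3, taken as the upper limit that a count of 0 allows, corresponds to between 0.135 and 0.185 counts-per-million (CPM) in the 4 libraries. Poisson limits (exact, 95%) were computed on the counts of a gene summed over the 4 libraries. These limits and floors cover counting error only.

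Counts were scaled with the trimmed mean of M-values (TMM) in edgeR 4.0.16 under R 4.3.3 and expressed as CPM. A gene was called expressed when it reached 1 CPM in every library. The level of a list was the median over its matched members of log2(CPM + 0.5) in each library, given as the mean and SD over 4 libraries. That pseudocount compresses differences among low genes. The position of a list was described by the share of 10000 random lists of the same size, drawn from the 17534 rows with a count in any library, whose median lay below it. It carries no p-value, because genes are not replicates. The endothelial list was compared with 16 other lineage lists by the difference of medians within each library, with a two-sided exact sign-flip permutation test over 4 libraries and Benjamini-Hochberg adjustment over the 16 comparisons. With 4 libraries this test cannot go below 0.125. Replicate variation was measured by edgeR's common dispersion in the 12167 genes kept by filterByExpr (minimum count 10) and by a chi-square statistic per degree of freedom for each pair of libraries over genes with at least 20 counts in the pair. Means and SDs given without library 2 keep the 4-library scaling. Leave-one-out ranges, and counts of expressed members and coefficients of variation without a library, were computed after scaling the remaining libraries again. Libraries standing apart were found with Dixon's gap test (critical value 0.829 for 4 samples), which flags about 1 in 20 groups by chance.

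All 26 gene lists, the threshold, the tests, the rule for naming genes and the alternatives given at the end were fixed before the data were examined. There were 17 lineage lists, 6 lists tied to the functional assays that the series names (uptake of acetylated low density lipoprotein, adhesion molecules induced by tumour necrosis factor, shear stress alignment and tube formation) and 3 reference lists. The rule named 10 fixed endothelial genes and the 5 highest members of the endothelial list, ENG and the 3 highest members of the list of endothelial genes shared with other cells, the members of the lipoprotein receptor, adhesion and shear lists (not every one is given here), the 3 highest members of each other list, and the 10 highest named genes of the table. CLDN5, a fixed name, matched no row. ROBO4, ANGPT2, LMO2, SALL4, POU5F1, NANOG, DPPA4 and EFNB2 fall outside the rule and were chosen after their values were seen.

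The code was tested on 4 simulated libraries with negative binomial counts drawn from the real means. A simulated dispersion of 0.04 over 21314 genes was recovered as 0.039. In 200 genes with changed means, the difference of list medians was 3.87 against 3.95 expected. Dixon's test flagged 5.11% of 12388 simulated genes that had no outlying library. Pairs of Poisson copies gave a mean chi-square per degree of freedom of 1.01. Alternatives were DESeq2 1.42.0 size factors, plain CPM on total counts, the filterByExpr filter, thresholds of 0.5 and 5 CPM, the threshold in at least 1 library, pseudocounts of 0.1 and 1, means or ranks in place of medians, and leaving out each replicate. Scaling by transcript length was not run, since no lengths for the authors' annotation were used. Lists were compared in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.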

Results

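RNA sequencing was used to ask which lineage markers RF/6A cells express, and in particular whether they carry the transcripts that define endothelial cells, the cells that line blood vessels. RF/6A is a rhesus macaque line whose labels give its cell type as chorioretinal. Its 4 libraries, cultured alike and titled as static, held between 20366946 and 20550610 estimated counts each. Between 15561 and 16265 genes had a count in a library, and 11281 genes reached 1 CPM in all 4. Library 2 stood apart from the other 3 in gene composition, and its value is given beside the means of named genes that it moved by more than 1.5 times.

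Most endothelial markers lay below 1 CPM. Of the 18 matched members of the endothelial list, 4 were expressed at 1 CPM or more in every library, 10 were below 1 CPM in every library, and 1 (ROBO4) had no count at all. CDH5 (ENSMMUG00000023525), the adherens junction cadherin of endothelium, measured 0.601 ± 0.305 CPM (SD, n = 4), and VWF (ENSMMUG00000022893), the von Willebrand factor stored in endothelial granules, measured 0.432 ± 0.282 CPM. The angiopoietin receptor TEK measured 0.226 ± 0.177 CPM and its relative TIE1 0.0563 ± 0.085 CPM, and both had libraries with no count. The TIE1 mean rests on library 3, at 0.180 CPM. NOS3, the endothelial nitric oxide synthase, measured 0.407 ± 0.196 CPM. The transcription factor ERG measured 0.971 ± 0.392 CPM and reached 1 CPM in libraries 1 and 3.

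The 4 expressed members were FLT1, EGFL7, CALCRL and PECAM1. FLT1, a receptor for vascular endothelial growth factor, was the highest at 90.8 ± 49.1 CPM (SD, n = 4), with 19.7 CPM in library 2 and between 96.1 and 126 CPM in the others. EGFL7, a secreted endothelial factor, measured 10.7 ± 6.37 CPM, and CALCRL, a receptor for adrenomedullin and related peptides, measured 4.59 ± 2.38 CPM. PECAM1 (ENSMMUG00000011809), the platelet and endothelial adhesion molecule CD31, measured 2.49 ± 0.636 CPM. KDR, the main signalling receptor for vascular endothelial growth factor, measured 1.62 ± 0.896 CPM, and its 0.432 CPM in library 2 kept it out of the expressed set, which held 5 genes without that library. The median of the list was -0.11 ± 0.06 log2(CPM + 0.5), or 0.428 CPM, above 0.38% of random lists. For 11 of the 18 members the upper 95% Poisson limit over the 4 libraries was under 1 CPM.

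Genes that endothelial cells share with other cell types were a different group, with 8 of 11 matched members expressed. ENG, a co-receptor for transforming growth factor beta found on endothelial and mesenchymal cells, measured 50.02 ± 8.61 CPM (SD, n = 4). ETS1, a transcription factor, measured 193 ± 96.02 CPM, CAV1, the coat protein of caveolae, 124 ± 67.3 CPM, and TFPI, an inhibitor of coagulation, 72.5 ± 31.5 CPM. These 3 were lowest in library 2, at 51.4, 23.4 and 26.4 CPM. THBD had no count, and ANGPT2 and LMO2 stayed below 1 CPM in every library. The list median was 5.28 ± 0.41 log2 units above that of the endothelial list and higher in 4 of 4 libraries (exact sign-flip permutation p = 0.125, the smallest possible, adjusted p = 0.133). That difference was 3.36 ± 0.24 log2 units when only genes that pass filterByExpr were kept. In library 2 the list median was 4.58, against 5.31 to 5.40 elsewhere, and ribosomal protein genes took 15.03% of that library's counts against 6.12% to 6.69%.

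Fibroblast and mesenchymal genes were the highest lineage list. All 18 matched members were expressed in every library, and the list median was 8.55 ± 0.15 log2(CPM + 0.5), or 377 CPM, above 100% of random lists. FN1, which encodes fibronectin, measured 11099 ± 5330 CPM (SD, n = 4), with 3228 CPM in library 2 and 13722 ± 1147 CPM without it. The fibrillar collagen genes COL1A1, COL1A2 and COL3A1 measured 10781 ± 3810, 8424 ± 1044 and 5608 ± 263 CPM. The list lay 8.66 ± 0.16 log2 units above the endothelial list (n = 4) and was higher in 4 of 4 libraries, with an exact sign-flip permutation p = 0.125 and an adjusted p = 0.133, which this design cannot improve on. Long transcripts collect more counts, and collagens and fibronectin have long transcripts, so part of a difference between genes can be length.

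**Figure D1:**
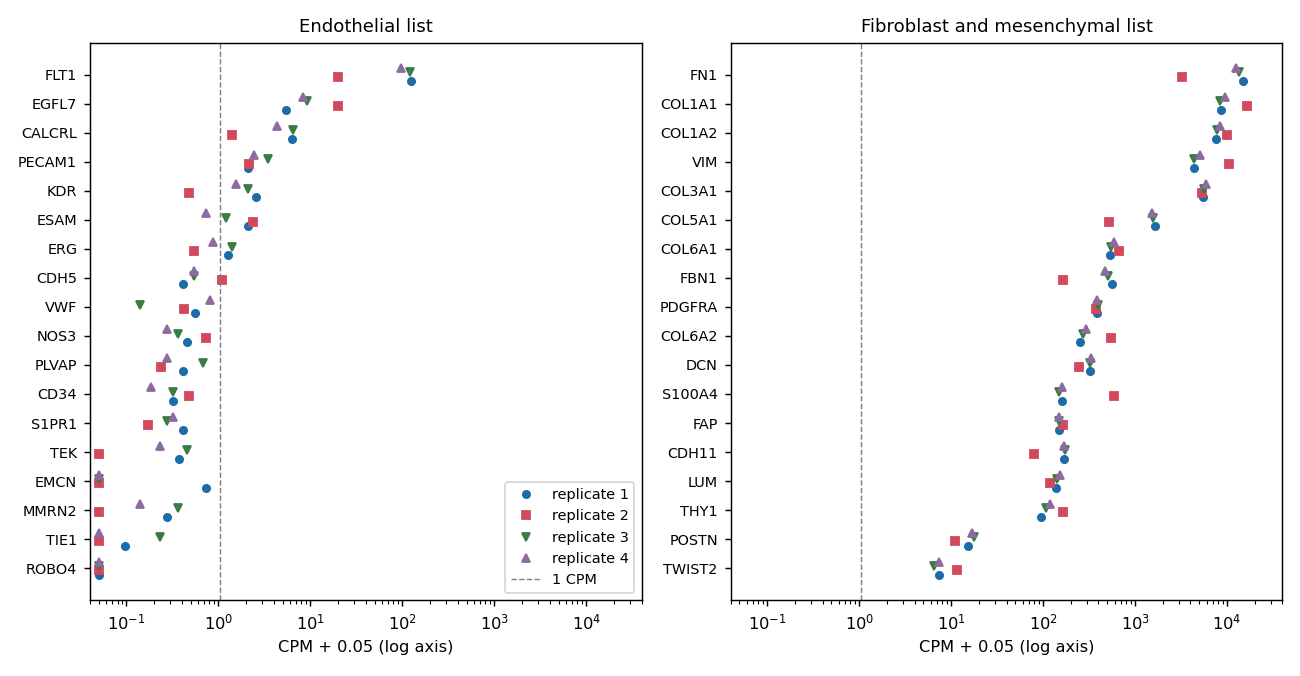
Each point is the level of a gene in 1 of the 4 RF/6A libraries, in CPM + 0.05 on a log axis, for the 18 matched endothelial genes and the 18 matched fibroblast and mesenchymal genes, with a dashed line at 1 CPM. Endothelial genes other than FLT1 and EGFL7 lie mostly near or left of the line, whereas every fibroblast gene lies right of it in every library.

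Pericyte and smooth muscle genes were intermediate, with 10 of 14 matched members expressed and a list median 2.26 ± 0.17 log2 units above the endothelial list. That difference was 0.83 ± 0.94 log2 units when only genes that pass filterByExpr were kept. TAGLN, an actin-binding protein of smooth muscle, measured 392 ± 249 CPM (SD, n = 4), of which library 2 had 764 CPM. PDGFRB, the receptor that marks pericytes and other mesenchymal cells, measured 290 ± 70.9 CPM, and CSPG4 measured 52.2 ± 12.1 CPM. Chondrogenic and osteogenic genes lay 2.26 ± 0.16 log2 units above the endothelial list, and 1.18 ± 0.64 log2 units with filterByExpr. Of their 6 members 4 were expressed, led by BGLAP at 58.3 ± 9.37 CPM, RUNX2 at 12.1 ± 3.49 CPM and COL2A1 at 10.4 ± 5.83 CPM. In the list of pluripotency and fetal genes, 1.71 ± 0.42 log2 units above the endothelial list, 4 of 7 were expressed. IGF2BP3, a fetal RNA-binding protein, measured 126 ± 33.8 CPM, HMGA2, a chromatin protein of embryonic cells, 44.1 ± 18.5 CPM and IGF2BP1 14.8 ± 2.75 CPM. The other expressed member, SALL4, measured 2.62 ± 0.831 CPM. The pluripotency genes POU5F1 and NANOG were near 0, at 0.0831 ± 0.0752 and 0.0154 ± 0.0308 CPM, and DPPA4 had no count. The only NANOG count was in library 2, at 0.0617 CPM.

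Epithelial genes had 7 of 14 matched members expressed. The keratin KRT18 measured 1625 ± 1243 CPM (SD, n = 4), with 3487 CPM in library 2 and 1004 ± 65.7 CPM without it. DSP, which encodes desmoplakin, measured 129 ± 47.2 CPM and KRT19 44.9 ± 34.9 CPM, with 96.7 CPM in library 2. Retinal pigment epithelium genes had 4 of 9 members expressed. SERPINF1, which encodes pigment epithelium-derived factor and is also made by fibroblasts, measured 470 ± 290 CPM, RDH5 92.1 ± 79.5 CPM, of which library 2 had 211 CPM, and BEST1 15.4 ± 11.6 CPM. The medians of these lists lay 0.76 ± 0.20 and 0.92 ± 0.08 log2 units above the endothelial list.

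The remaining lineage lists lay below the endothelial list or overlapped it. Melanocyte genes had 1 of 6 members expressed (2 without library 2), PMEL at 36.5 ± 6.34 CPM (SD, n = 4), next to MITF at 3.33 ± 2.50 CPM and DCT at 0.102 ± 0.0932 CPM. Retinal progenitor genes had 2 of 7, PAX6 at 19.9 ± 2.84 CPM and NES at 8.53 ± 2.15 CPM, with SIX3 at 0.111 ± 0.137 CPM (0.308 CPM in library 2). Photoreceptor genes had 2 of 8, and GNAT1, the rod transducin subunit, reached 196 ± 29.5 CPM while ABCA4 measured 1.86 ± 0.514 CPM and PDE6A 0.766 ± 0.187 CPM. GNAT1 has close relatives among the G protein subunits, and its near neighbour in sequence GNAI2 matched no row, so reads from a relative cannot be excluded. Retinal neuron genes had 5 of 14, with RBPMS at 89.6 ± 29.9 CPM, PRKCA at 41.7 ± 23.02 CPM and NEFL at 28.9 ± 1.02 CPM. Glial genes had 2 of 9, GLUL at 16.9 ± 6.55 CPM and SLC1A3 at 14.9 ± 5.97 CPM, and MBP measured 7.52 ± 4.61 CPM with 0.802 CPM in library 2.

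Lens genes had 1 of 7 members expressed, CRYBB2 at 2.44 ± 0.473 CPM (SD, n = 4), with BFSP1 at 0.884 ± 0.19 CPM and CRYAB at 0.616 ± 0.291 CPM. Haematopoietic genes had 2 of 13, LYZ at 7.72 ± 1.79 CPM and CD68 at 6.77 ± 1.62 CPM, and the B cell gene MS4A1 measured 0.8 ± 0.591 CPM, with 1.67 CPM in library 2. Skeletal muscle genes had 2 of 7, TNNT1 at 15.1 ± 13.99 CPM (36.03 CPM in library 2) and CHRNA1 at 3.81 ± 1.07 CPM, with ACTC1 at 0.319 ± 0.176 CPM. Lymphatic endothelial genes had 1 of 5, PDPN, also a fibroblast gene, at 120.5 ± 29.6 CPM, whereas FLT4 and PROX1 measured 0.328 ± 0.261 and 0.17 ± 0.198 CPM, PROX1 with 0.455 CPM in library 1. Of the 16 comparisons with the endothelial list, 7 were higher and 8 lower in 4 of 4 libraries, and lymphatic endothelial genes were lower in 3 of 4, by a mean difference of -0.35 ± 0.39 log2 units (exact sign-flip permutation p = 0.25, adjusted p = 0.25). The 8 lower lists differed from the endothelial list by -0.89 to -0.42 log2 units. Means in place of medians changed the sign for the lymphatic (0.28), photoreceptor (0.035), retinal neuron (0.53) and glial lists (0.13), and ranks changed it for the retinal neuron list. Keeping only genes that pass filterByExpr removes low-count members. It changed the sign for the lymphatic, melanocyte, retinal progenitor, retinal neuron, glial, haematopoietic and skeletal muscle lists (0.57 to 4.60). The lymphatic value of 4.60 rests on PDPN, since the filtered list median was 6.89 and PDPN alone averaged 6.88 log2(CPM + 0.5). These turned differences describe the members kept, not the whole lists. The comparisons other than the lymphatic one share an exact sign-flip permutation p = 0.125 and an adjusted p = 0.133, so none passed a threshold of 0.05. Lists whose medians sit at or near the floor, such as the retinal progenitor and skeletal muscle lists, give no interpretable fold.

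**Figure D2:**
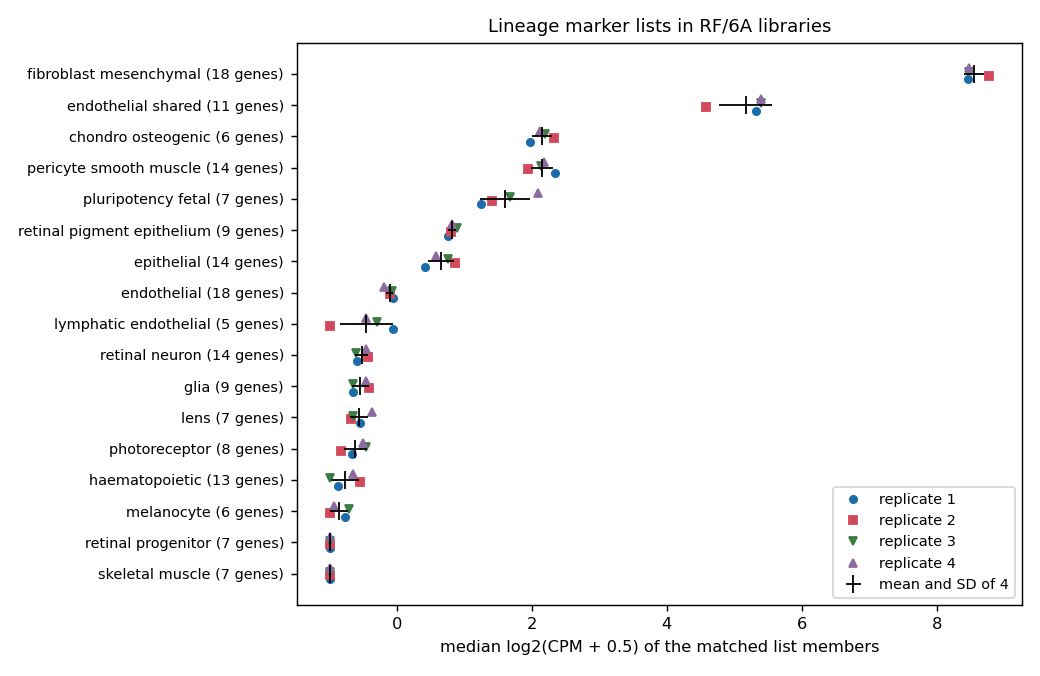
Points give the median log2(CPM + 0.5) of the matched members of each of the 17 lineage lists in each library, and black bars give the mean and SD over 4 libraries. The fibroblast and mesenchymal list sits at 8.55 and the endothelial list at -0.11, while the lists of neural, lens, blood and skeletal muscle genes lie between -1 and -0.53.

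Genes tied to the functional assays were compared at the unstimulated level, since no treated libraries were analysed. The list of receptors linked to uptake of acetylated low density lipoprotein had a median of -0.03 ± 0.46 log2(CPM + 0.5), above 3.51% of random lists. Library 2 set this mean, with a median of 0.66 against -0.30 to -0.19 in the others, and it was -0.25 ± 0.06 without library 2 (n = 3). SCARB1 measured 19.4 ± 4.18 CPM (SD, n = 4), and SCARF1, a scavenger receptor of endothelial cells, measured 8.73 ± 1.95 CPM. The scavenger receptors STAB1 (0.168 ± 0.11 CPM), OLR1 (0.218 ± 0.24 CPM), MSR1 (0.3 ± 0.157 CPM) and CD36 (0.309 ± 0.204 CPM) stayed below 1 CPM in every library, OLR1 with 0.555 CPM in library 2. STAB2 had 30 counts in library 2 and 0, 2 and 1 in libraries 1, 3 and 4.

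Among adhesion genes that tumour necrosis factor induces in endothelium, 3 of 5 matched members were expressed, and 2 with plain CPM, where VCAM1 (1.049 CPM in library 2 with TMM) was lost. SELP, or P-selectin, had no count in any library, which allows up to 0.0447 CPM over the 4 libraries for counting error alone (exact 95% Poisson limit) and sets no bound on reads assigned elsewhere. SELE, or E-selectin, had 3 counts in library 1 and none elsewhere. VCAM1 measured 2.38 ± 0.93 CPM (SD, n = 4), ICAM1 28.9 ± 2.15 CPM and the chemokine gene CCL2 50.7 ± 15.3 CPM. In the pathway of the receptor itself, 9 of 10 matched members were expressed, including TNFRSF1A at 158 ± 41.4 CPM, RELA at 89.4 ± 27.3 CPM and IKBKB at 62.9 ± 7.93 CPM.

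Of 12 genes linked to shear stress, 8 were expressed. CYP1B1 measured 511 ± 177 CPM (SD, n = 4), NQO1 63.1 ± 13.9 CPM, the mechanosensitive channel gene PIEZO1 58.8 ± 6.22 CPM, KLF4 32.1 ± 5.64 CPM, PLXND1 31.2 ± 15.8 CPM and HMOX1 27.4 ± 12.3 CPM. KLF2, a transcription factor that flow induces in endothelium, measured 7.19 ± 1.77 CPM. PECAM1 was the eighth, and KDR, CDH5, NOS3 and THBD were not expressed by this rule. Of 12 receptors of blood vessel growth and their membrane-bound partners, 5 were expressed, led by FLT1, NRP1 at 72.3 ± 10.9 CPM and EPHB4 at 45.1 ± 7.23 CPM, and 7 were without library 2, which added the receptor KDR and the ligand EFNB2. Of 9 ligands, 7 were expressed, with VEGFB at 136 ± 91.1 CPM, VEGFA at 124 ± 51.8 CPM and VEGFC at 51.05 ± 5.77 CPM. In library 2, VEGFB had 273 CPM and VEGFA 49.9 CPM.

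The 10 highest named genes were EEF1A1, FN1, COL1A1, FTH1, COL1A2, RPL4, VIM, COL3A1, ANXA2 and TPT1. EEF1A1, a translation factor, measured 21107 ± 550 CPM (SD, n = 4), FTH1, the heavy chain of ferritin, 10252 ± 7573 CPM with 21609 CPM in library 2, RPL4 7158 ± 2757 CPM, VIM, the intermediate filament of mesenchymal cells, 6108 ± 3016 CPM, ANXA2 5570 ± 1449 CPM and TPT1 5025 ± 2464 CPM. All 13 proliferation genes were expressed, with TOP2A at 680.1 ± 293 CPM, MKI67 at 295 ± 98.2 CPM and CCNB1 at 144 ± 37.2 CPM. Among housekeeping genes 10 of 11 were expressed, with ACTB at 4750.0 ± 2077 CPM and GAPDH at 2458 ± 1718 CPM (5028 CPM in library 2) next to EEF1A1. All 7 matched stress, hypoxia and interferon genes were expressed, led by HSPA5 at 1516 ± 376 CPM, DDIT3 at 322 ± 260 CPM (711 CPM in library 2) and ADM at 119 ± 22.9 CPM.

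The spread between libraries came mostly from library 2. The common biological coefficient of variation (edgeR) was 44.7% over 4 libraries, 13.1% without library 2 and between 50.1% and 51.8% without any other library. Across genes with a mean of at least 1 CPM, the Pearson correlation of log2(CPM + 0.5) was between 0.98 and 0.99 among libraries 1, 3 and 4, and between 0.80 and 0.83 for pairs with library 2 (genes are not independent replicates). The chi-square per degree of freedom was 12.3 to 19.3 among libraries 1, 3 and 4 and 418 to 495 with library 2, so no pair was a copy within sampling noise. By Dixon's test, library 2 was the outlying library for 4117 of 12453 genes (33.1%), and libraries 1, 3 and 4 for 32, 28 and 37. Library 2 was highest in 2719 of its genes and lowest in 1398 with TMM scaling, and highest in 1427 and lowest in 2077 with plain CPM. The median log2 ratio of library 2 to the 4-library median, over all 12453 genes, was -0.42 with plain CPM and -0.042 with TMM.

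**Figure D3:**
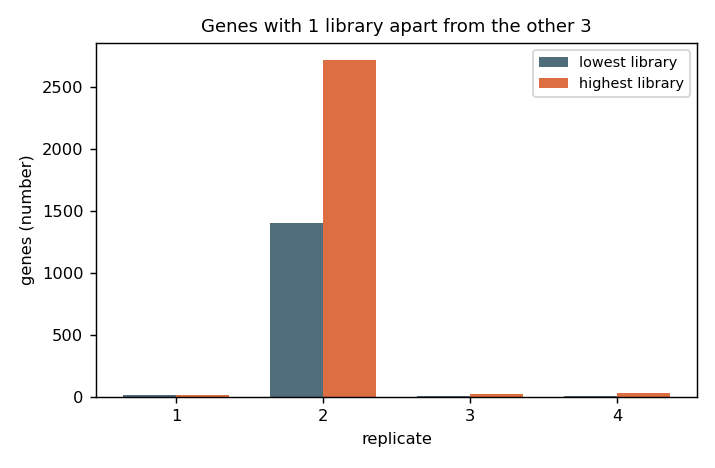
Bars count the genes, of 12453 with a mean of at least 1 CPM, for which each library lies apart from the other 3 by Dixon's test, split by whether it was the lowest or the highest. Library 2 accounts for 4117 genes, and each other library for at most 37.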

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

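Tests of depth, of other listed cell types, of unmatched names and of detection, the scaling checks and the gene UBR4 were chosen after the results were seen. Dixon's test was run on 136 values, and in 37 a library lay apart from the other 3, where chance gives about 1 in 20. Library 2 was that library in 36 of them, low in 12 and high in 24, and these share a library, so they are not independent.

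Library 2 was low, in CPM, for CAV1 (23.4), PDGFRB (185), DSP (58.97), PRKCA (7.46), GLUL (7.09), RUNX2 (6.91), IGF2BP3 (75.1), PIEZO1 (49.6), CYP1B1 (247) and TOP2A (242). It was high for COL1A1 (16445), VIM (10605), TAGLN (764), KRT18 (3487), KRT19 (96.7), NES (11.7), TNNT1 (36.03) and COL2A1 (19.1). It was also high for SERPINF1 (904), RDH5 (211), STAB2 (1.85), EPHB4 (55.95) and VEGFB (273), for GAPDH (5028), CCNB1 (199), HSPA5 (2076) and DDIT3 (711), and for FTH1 (21609), RPL4 (11273) and TPT1 (8720). With plain CPM, 9 of the 31 genes no longer had a library apart (COL1A1, KRT19, NES, COL2A1, EPHB4, CCNB1, HSPA5, RPL4 and VIM), and with DESeq2 size factors 1 did not (PDGFRB). SELE stood out for the 3 counts (0.136 CPM) of library 1, with none elsewhere. The list median of endothelial genes shared with other cells was low in library 2 (4.58) and that of fibroblast genes high (8.78 against 8.47 to 8.48). The high fibroblast median depends on the scaling, since with plain CPM it was 8.45 in library 2, below the 8.58 to 8.60 of the others. The median of lipoprotein receptors was high in library 2 (0.66 against -0.30 to -0.19, and 0.44 against -0.26 to -0.14 with plain CPM, just short of the critical value). That of proliferation genes was low (6.16 against 6.53 to 6.59). Ribosomal protein genes took 15.03% of library 2 and rows without a symbol 21.7%.

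Sequencing depth does not separate library 2, whose total of 20431676 estimated counts lies within the range of the others (20366946 to 20550610). A candidate explanation is fewer reads from long transcripts: genes for very large proteins had a median log2 ratio of -1.61 to the 4-library median in library 2 (32 of 36 measured were below 0) and genes for small proteins 1.44 (19 of 20 measured were above 0), while libraries 1, 3 and 4 stayed within 0.23 of 0, and with plain CPM the medians in library 2 were -2.05 and 0.998. Length alone leaves open why COL1A1 and UBR4 (89.4 CPM against 41.4 to 58.2), both long, were higher in library 2, and GC content and RNA integrity were not tested. Cells of another listed type cannot be told apart here, because the lists that rose in library 2 beyond the spread of the others numbered 1 of 16 (the fibroblast list, the highest lineage list in every library, and none with plain CPM), and a type outside the lists stays open. The design names no difference between the libraries, so no biological explanation was tested beyond cells of another listed type.

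The low endothelial list was weighed against missing names and against depth. Placing the 6 unmatched endothelial members above every matched member still left the endothelial median 7.88 ± 0.43 log2 units (SD, n = 4) below the fibroblast median, so unmatched names do not account for the gap. Depth does not account for it either, as far as counting error goes, since the upper 95% Poisson limit lay under 1 CPM for 11 of the 18 matched members. Loss of endothelial reads at the authors' mapping step, through incomplete rhesus gene models or assignment to other rows, was not tested and stays open, all the more since PPIA, a gene in general use in cells, was estimated at 0 in libraries 1, 3 and 4, and no endothelial cell library was analysed that would show the level these genes reach in this annotation.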

How the results depend on the processing

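The count of genes with library 2 apart was compared between scalings after the data were seen, and it was 4099 with DESeq2 size factors and 3504 with plain CPM, against 4117. No paired analysis was possible because there is 1 group with no contrast. Scaling by transcript length was not run, since no lengths for the authors' annotation were used. The direction of all 16 list differences was kept under DESeq2 size factors, plain CPM, both pseudocounts and every omission of 1 replicate. The fibroblast difference stayed between 8.64 and 8.69 when a replicate was left out and was 6.28 with filterByExpr, 8.34 with means, and 9.48 and 8.04 with pseudocounts of 0.1 and 1. The filter also lowered the difference to 0.83 for pericyte, 3.36 for shared endothelial and 1.18 for chondrogenic genes. Plain CPM lowered the expressed members to 9 for pericyte, 3 for retinal pigment epithelium and 2 for adhesion genes. The counts of expressed members moved by over 1.5 times only at other thresholds and, for melanocyte genes, when library 2 was left out (1 to 2). At 5 CPM they were 2 for endothelial, 6 for pericyte, 3 for epithelial, 2 for retinal pigment epithelium, 1 for photoreceptor, 0 for lens and 1 for skeletal muscle genes and 4 for ligands of blood vessel growth. At 0.5 CPM they were 2 for melanocyte and 2 for lens genes. With the threshold in at least 1 library they were 8 for endothelial, 2 for melanocyte, 4 for glial, 2 for lens and 4 for haematopoietic genes. The coefficient of variation ranged from 13.1% (without library 2) to 51.8%. Leaving out a replicate gave list medians of 2.05 to 2.32 for pericyte and 0.76 to 0.90 for retinal pigment epithelium genes, with library 2 absent in the higher value of each.

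Keeping only genes that pass filterByExpr removes low-count members by construction, though the filter kept 12167 genes, more than the 11281 called expressed. It turned the difference from the endothelial list for lymphatic endothelial (4.60), melanocyte (1.14), retinal progenitor (1.47), retinal neuron (2.18), glial (1.57), haematopoietic (0.65) and skeletal muscle genes (0.57). These values describe the members kept, and the lymphatic one rests on PDPN. Random lists were also drawn from the genes kept by the filter, with list medians still taken over all matched members. The position of 17 of 26 lists moved by more than their spread, to 0% for endothelial and 82.03% for shared endothelial genes. Taking low genes out of the random lists alone lowers the position of a low list by construction. Positions of the filtered lists were not computed. In a separate setting the lists themselves were filtered. List medians were then 2.28 for endothelial, 5.64 for shared endothelial, 6.89 for lymphatic, 3.11 for pericyte, 3.18 for epithelial, 3.49 for pigment epithelium, 3.42 for melanocyte, 3.75 for progenitor, 1.21 for photoreceptor, 4.46 for neuron, 3.85 for glial, 1.005 for lens, 2.93 for haematopoietic, 2.85 for skeletal muscle, 3.47 for chondrogenic and 4.65 for fetal genes. Means in place of medians turned the difference for lymphatic (0.28), photoreceptor (0.035), neuron (0.53) and glial genes (0.13), and ranks that for neuron genes (1.01 percentile points). The means were 0.60 for endothelial, 4.19 for shared endothelial, 0.88 for lymphatic, 8.94 for fibroblast, 2.93 for pericyte, 1.84 for epithelial, 1.97 for pigment epithelium, 0.52 for melanocyte, 0.39 for progenitor, 0.63 for photoreceptor, 1.12 for neuron, 0.73 for glial, -0.17 for lens, -0.056 for haematopoietic, 0.20 for skeletal muscle and 2.16 for fetal genes. Lists with low medians followed the pseudocount: with 0.1 and with 1, medians were -0.93 and 0.51 for endothelial, -1.76 and 0.31 for lymphatic, 0.14 and 1.08 for epithelial, 0.44 and 1.17 for pigment epithelium, -2.82 and 0.076 for melanocyte, -3.32 and 0 for progenitor, -2.04 and 0.21 for photoreceptor, -1.78 and 0.26 for neuron, -1.83 and 0.24 for glial, -1.88 and 0.23 for lens, -2.4997 and 0.12 for haematopoietic, and -3.32 and 0 for skeletal muscle genes. The chondrogenic list, at a median of 3.96 CPM, is not near the floor and moved to 1.99 and 2.33. Except where a setting's construction is named, the cause was not tested. The lipoprotein receptor list moved with the same settings, to 4.30 with filterByExpr, 1.69 with means, and -0.86 and 0.59 with pseudocounts of 0.1 and 1. Among lists near the floor, directions turned with the filter, with means and with ranks, and not with the pseudocount. Levels under 3 counts (0.135 to 0.185 CPM in the 4 libraries) lie below what this depth measures.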

Other observations

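The genes in this part were chosen after their values were seen, and they are given as values. Cadherins covered a wide range. CDH6 measured 155 ± 57.7 CPM (SD, n = 4), CDH11 147 ± 45.2 CPM, CDH2, or N-cadherin, 79.1 ± 27.9 CPM and CDH13 67.6 ± 33.4 CPM, whereas CDH1, or E-cadherin, measured 6.80 ± 1.62 CPM and CDH4 had no count. CDH3 measured 6.82 ± 8.21 CPM, with 18.6 CPM in library 2 and 1.001, 1.48 and 6.15 CPM in libraries 1, 3 and 4. Among transcription factors, FOXC1 measured 20.1 ± 4.39 CPM, FOXC2 12.7 ± 3.38 CPM, LMX1B 8.26 ± 1.72 CPM and TBX18 113.1 ± 56.3 CPM, and the mesothelial and kidney factor WT1 measured 18.03 ± 7.56 CPM. TBX5 had no count. Growth factor receptors FGFR1 (160.1 ± 38.03 CPM) and MET (215 ± 58.5 CPM) were expressed and FGFR2 had no count.

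Of 16 HOX genes with a named row, 8 had no count in any library. HOXC10, a gene of the posterior trunk and hindlimb in development, measured 15.8 ± 1.90 CPM and HOXC6 2.35 ± 0.304 CPM. Library 2 did not stand apart for HOXC10, with 13.9 CPM against 14.5 to 17.9 CPM.

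PPIA, a common reference gene, had 900 estimated counts in library 2 and 0 in libraries 1, 3 and 4, and CHADL had 136 and 0. The reverse pattern, no count in a library with at least 100 in each of the others, held for 23 genes in library 2, 2 in library 1 and 0 in libraries 3 and 4, and 2 genes had such counts in library 4 alone. The receptors EGFR and TGFBR1 had 2.71 and 1.17 CPM in library 2, against 33.9 to 45.4 and 19.0 to 24.02 CPM in the others.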
